A study of Escherichia coli and Salmonella enterica subsp. enterica serovar Typhimurium str. LT2 with 18 samples.

How the data were processed

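Cultures in exponential growth were fixed with formaldehyde and sonicated, DNA bound by ParB was isolated with an anti-ParB antibody, and libraries were made for the Ion Proton system, per the labels. The labels give the mapped reads and the average fragment size of each library. The deposited files hold a signal in 4949 windows of 41 bp, every 20 bp from position 21 to 98981 of the plasmid. The aligner, the reference sequence, the treatment of duplicates, the scaling and any extension of reads are not stated in the labels. To within rounding of the deposited values, window values times 41 were whole numbers in all windows of 4 IP libraries. These were gyrB IP1 and IP2, telRL3.5 IP1 and telRL47 IP1. In the stretch from 20 to 33 kb the correlation between windows 40 bp apart ranged from 0.0999 to 0.747 over the 18 libraries. The sum of the deposited signal over positions in gyrB IP2, 3423955, exceeded its stated 1489543 mapped reads. The unit of the signal is not stated, so these numbers need not be comparable, and the signal was scaled within each library before comparison. The depth behind a window was not known, so no binomial intervals were formed.

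The plan had assumed counts first, with limma on log2 values otherwise. The deposited values were a signal, so limma was used and count-based tests and mapped reads as library size were not run. Groups, main settings, alternatives and the rule for named features were fixed before the data were examined, except where stated. The rule named the summit, the distance intervals, up to 8 notches, up to 3 called bins per comparison with the same direction in every IP library, and the linear ends. Annotation of the plasmid was not used here, so positions carry no gene names.

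Positions of the linear strains were aligned to the circular wild type by cross-correlation of the fine structure of the IP signal. The telRL47 coordinates were moved by 1000 bp throughout, and those of telRL13 by 1440 bp beyond its end, an alignment chosen after the data were examined. Positions of telRL3.5 beyond its end were left out of the distance and bin comparisons. The ends were sought from the inputs, as the longest run of 200 bp tiles under 0.4 of the lower of the 2 circular E. coli inputs. This rule was the last of 4 versions, settled after their output and the IP profiles had been seen, so the places found are not an independent detection.

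IP/input was taken per window, leaving out windows with an input under 10% of the library median. An interval needed values in 75% of its windows, a limit raised after the data were examined because telRL3.5 covered only part of the interval from 2 to 5 kb. Decay exponents were slopes of log10 density on log10 distance over 12 log-spaced bins, of which 10 were needed, numbers that were not fixed beforehand. Differences between strains were formed on the log2 scale (exponents as they are) and set against the largest difference within the 4 replicate pairs, or 3 where a telRL3.5 library lacked a value. Smoothing of 5 windows and a minimum run of 3 windows for notches were not fixed beforehand either.

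For bins, each library was scaled by a mean of log2 ratios to the wild-type input, trimmed by 0.3 at each end, in place of the planned count-based scaling. Bins with an input outside 0.3 to 3 times its median in either strain compared were left out, a filter chosen after the data were examined. limma 3.58.1 in R 4.3.3 fitted log2(value + 1) with 1 factor of 14 levels over 18 libraries. Bins beyond the telRL3.5 end were fitted without that strain. The fold changes are on the log2(value + 1) scale, which understates changes of low bins. Other values were computed in Python 3.11.15 with numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. Permutation tests enumerated all 35 or 15 splits of strain means.

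The replicate numbers were checked for pairing. The log2 difference between IP1 and IP2 correlated between strains at 0.295 to 0.824 in the 6 pairs of strains. These values are over the 52 bins kept in all strains, which include the bins around the summit. The numbers may therefore pair the libraries. The main fit and the strain means did not use this pairing, and a replicate block was run as an alternative. Over bins more than 15 kb from the summit the correlations ran from -0.31 to 0.64. In no pair were the deposited libraries identical, since at most 0.909% of windows had equal values.

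The computations were tested on simulated data. The first simulation used a profile that never ended. It recovered the left exponent at up to 1.65 times and the right exponent at up to 1.10 times its simulated value, and summit enrichment at 0.897 to 0.996 times, because the background then contained ParB signal. A second simulation was added after that outcome, and both are given. It had 20 simulated libraries of 4949 windows per setting and a profile that ended 12 kb from the summit. Mean recovered values were between 0.997 and 1.002 times those simulated. The ratios of both simulations are means over the 20 libraries. Each simulated IP was drawn around the observed wild-type input and divided by that same input. Noise of the input was therefore not tested. With 20 bins changed by 3 on the log2 scale, limma recovered between 99.8% and 100% when the spread was the same in all bins, and between 74.8% and 80.5% with each bin's own spread. The changed bins were placed at random over the bins tested, and the noise was independent between bins. Recovery near the summit was not computed on its own. The standard error there was large, 2.17 at 53001 to 54000 for topA, so these percentages do not give the power where ParB binds. False calls were 1.5% to 5.4% of the calls.

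The alternatives covered the background distance, input correction, the input minimum, the origin, the summit half-width, the scale, background subtraction and the fit range, and for bins the scaling, the filter, the bin size, the pseudocount (0.1), the replicate block and leaving out replicates. Averaging the input over 1 kb, a background from 20 to 33 kb left of the summit, plasmid-total scaling and the other versions of the end rule were added after the data were examined.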

Results

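ParB of plasmid F is the partition protein that binds the centromere-like site parS and spreads onto the DNA around it. Its distribution along the plasmid F derivative F1-10B was measured by ChIP-seq with an antibody against ParB, in hosts that differ in DNA supercoiling and on plasmids that had been made linear. The 18 libraries comprised 11 immunoprecipitated (IP) libraries and 7 inputs, 1 input for each of 7 strains. The plasmid was circular in 4 strains, namely Escherichia coli wild type (MC1061), an E. coli mutant of topoisomerase I (topA, in W3110), Salmonella Typhimurium LT2 wild type and an LT2 mutant of gyrase subunit B (gyrB). It was linear in 3 E. coli strains carrying the prophage N15, named telRL3.5, telRL13 and telRL47. The topA, gyrB, telRL3.5 and telRL13 strains had 2 IP libraries each, the biological replicates IP1 and IP2, and the other 3 strains had 1. Mapped reads stated for the libraries ranged from 1489543 (gyrB IP2) to 26075208 (topA IP1), and inputs from 3869340 to 10887278. The deposited values are a signal whose relation to read counts is not stated, so the depth behind a value is unknown and no counting error was computed. Where a strain had 1 IP library, no replicate error exists, and the 2 IP libraries of a strain were divided by the same input, so their spread does not include error of the input.

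The first question was where ParB was centred and how far it was enriched. The highest 500 bp stretch of the IP/input ratio in the circular E. coli wild type was centred at position 53041 of the deposited plasmid coordinates, which served as the origin for all libraries. In 9 of the other 10 libraries the summit lay between 60 bp left and 80 bp right of it. In LT2 wild type it lay 380 bp to the right, and 100 bp to the left when the input was not used. Summit enrichment, the mean IP/input ratio within 250 bp of the origin over the median ratio at 30 kb or more from it, was 97.7 in E. coli wild type. It was 399 ± 115 (SD, n = 2) in topA, 276 in LT2 wild type, 1651 ± 755 (SD, n = 2) in gyrB and 168 in telRL47. In the linear strains with replicates it was 473 ± 631 (SD, n = 2) in telRL3.5, from single values of 26.7 and 919, and 997 ± 1010.1 (SD, n = 2) in telRL13, from 283 and 1712. IP2 exceeded IP1 in all 4 pairs, by between 1.51-fold and 34.5-fold. With the background taken 20 to 33 kb left of the summit, a choice made after the data were seen, it still did so in all 4, by as little as 1.02-fold in topA, and the largest log2 difference within a pair was 3.70, in telRL3.5. The gyrB value was 5.67-fold that of LT2 wild type on the mean of log2 values. This log2 difference was 0.78 without input correction, 0.42 with no minimum on the input and 1.18 with the input averaged over 1 kb, an alternative added after the data were seen, so its size depended on how the input was used. On the log2 scale the other differences were 2.00 for topA against wild type, 0.68 for telRL3.5, 2.83 for telRL13 and 0.78 for telRL47 against circular wild type, and -2.15 for telRL3.5 against telRL13. None was larger than the largest difference within a replicate pair, 5.11, which came from telRL3.5. The next largest, 2.60 in telRL13, was smaller than the telRL13 difference. The alternative that moved these differences most was leaving out IP1 or IP2 of telRL3.5, which gave 3.23 and -1.87 against circular wild type, and 0.40 and -4.71 against telRL13. The fits against telRL13 that leave out 1 library no longer match the replicate numbers. Matched by replicate number, telRL3.5 was below telRL13 in both series, at 26.7 against 283 in IP1 and 919 against 1712 in IP2. With IP1 libraries alone, topA exceeded wild type by 1.70, and telRL13 exceeded it by 1.53. With 2 libraries against 1 an exact test cannot give a p-value below 0.333, so none was run.

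**Figure D1:**
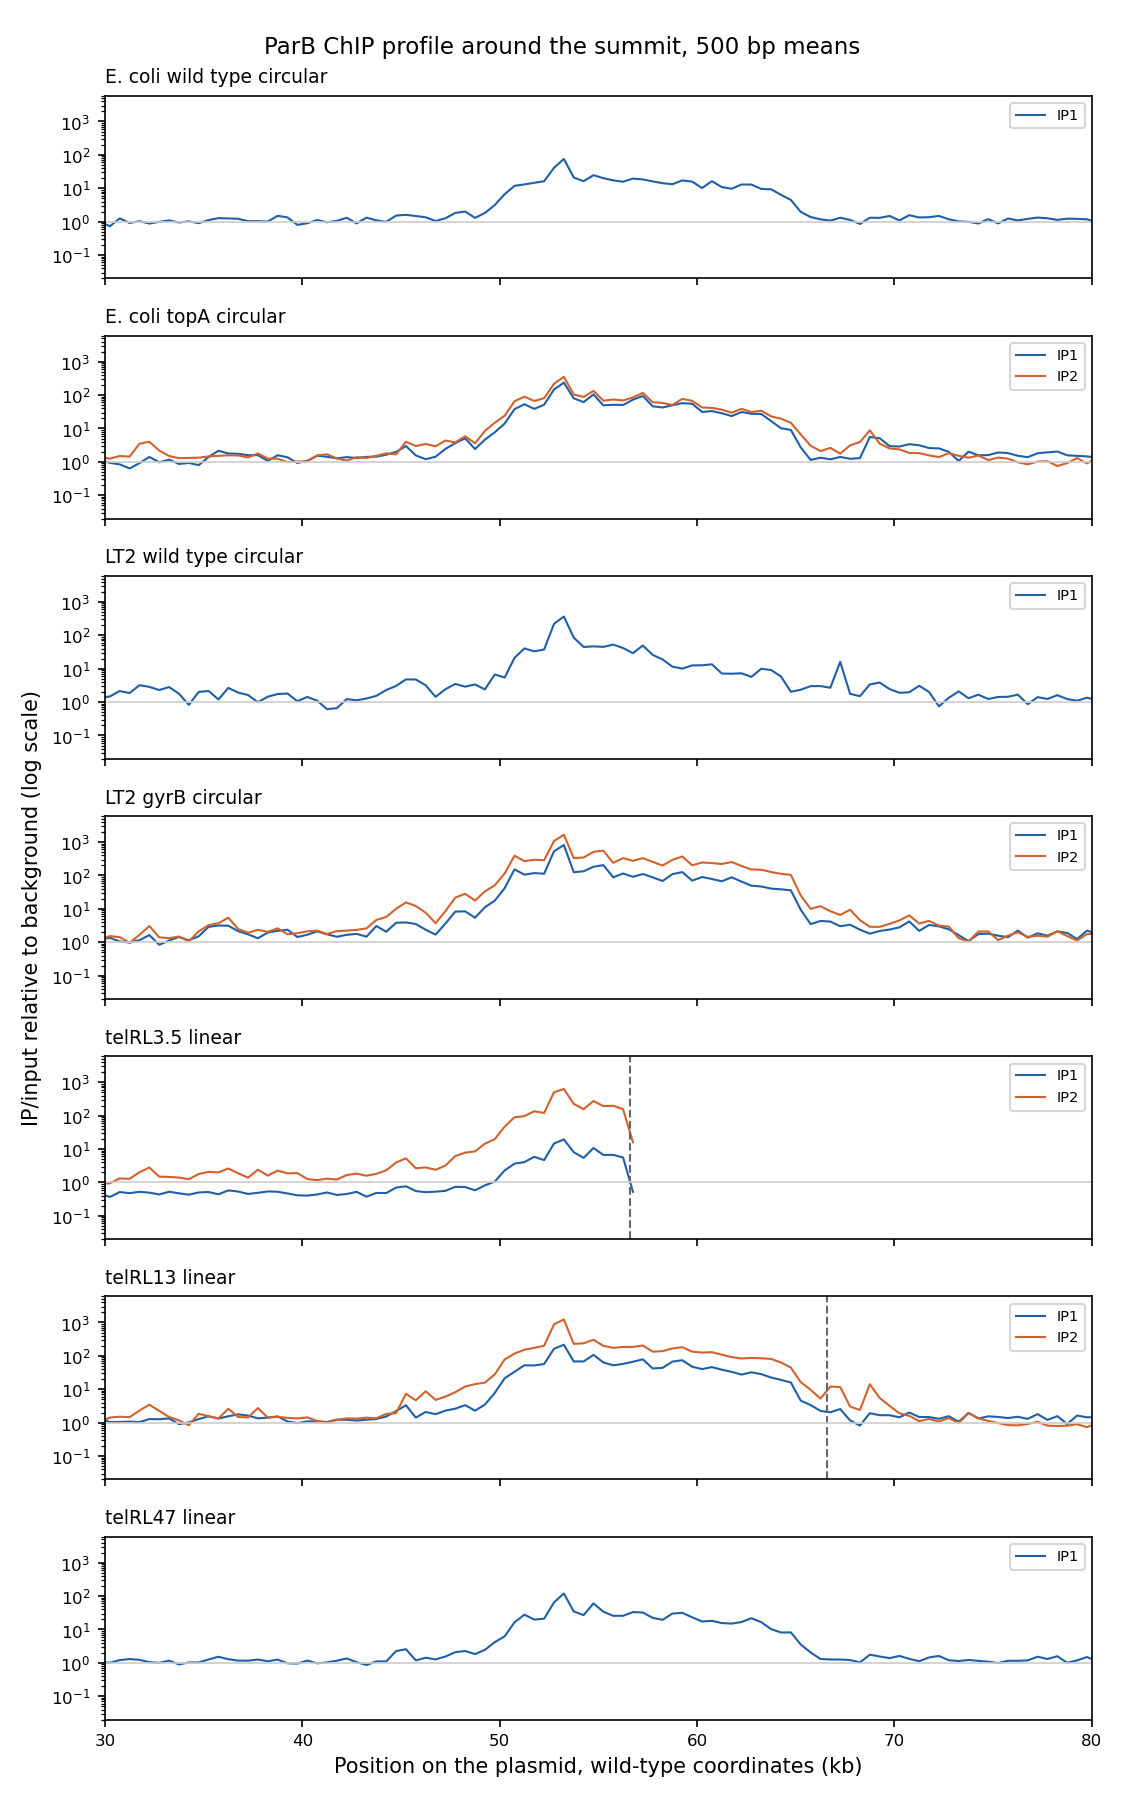
IP/input ratio relative to the background of the same library (log scale) against position in kb on the wild-type coordinates, as means of 500 bp, 1 panel per strain with a line per IP library (IP1 blue, IP2 orange). Dashed lines mark the linear ends of telRL3.5 and telRL13, and signal right of the summit extends farther than signal left of it in the strains without an end at 3.56 kb.

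The second question was how ParB density decreased with distance from the summit. Density is given as the excess of IP/input over background, divided by the excess within 250 bp of the origin. In E. coli wild type it was 0.140 at 0.5 to 2 kb, 0.0387 at 2 to 5 kb and 0.00384 at 5 to 10 kb on the left. On the right it was 0.211, 0.170 and 0.127 over the same intervals, then 0.0155 at 10 to 20 kb and 0.00117 at 20 to 30 kb. The profile was thus asymmetric, with a decay exponent of -2.72 on the left and -0.17 on the right over 1 to 10 kb. The same asymmetry was present in every IP library for which both exponents could be fitted, with exponents of -3.14 to -2.19 on the left and -0.98 to -0.17 on the right. In telRL3.5 no right exponent could be fitted, and a left exponent, -2.58, only in IP2.

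The third question was whether the profile differed in the topA mutant. Relative density in topA was 0.237 ± 0.0215 (SD, n = 2) at 0.5 to 2 kb right, 0.175 ± 0.0185 (SD, n = 2) at 2 to 5 kb and 0.106 ± 0.0141 (SD, n = 2) at 5 to 10 kb. The log2 differences from wild type were 0.17, 0.035 and -0.27, and on the left they were 0.16, 0.069 and -0.12. Farther out they were -0.041 and 0.42 at 10 to 20 and 20 to 30 kb left, and -0.31 and -0.63 on the right. All were smaller than the largest difference within a replicate pair over the same interval. Leaving out 1 topA library changed the sign in 5 intervals. It gave from -1.34 to 2.18 at 20 to 30 kb left, from -1.87 to 0.62 at 20 to 30 kb right, from -0.32 to 0.24 at 10 to 20 kb left, and from -0.048 to 0.19 and from -0.073 to 0.14 at 2 to 5 kb left and right. The largest move was at 20 to 30 kb left, to -1.66 without background subtraction. Using every input window, however low, made all 10 differences negative, from -2.34 to -1.33. The right decay exponent was -0.41 ± 0.051 (SD, n = 2), a difference from wild type of -0.24, which is larger than the largest pair difference of 0.072, and both topA libraries lay on the same side. This pair difference rests on 3 pairs. Wild type had 1 IP library, whose right exponent, -0.17, was the highest of all libraries fitted. The topA strain is in W3110 and wild type in MC1061, so the mutation was not separated from the host background. With the fit restricted to 1 to 5 kb the difference of topA from wild type was -0.089. Under that fit the telRL13 pair, at -0.337 in IP1 and -0.480 in IP2, differed by more, so the topA difference lay within the pairs. The left exponents differed by 0.19, within the pair difference of 0.258.

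The same comparison in Salmonella set gyrB against LT2 wild type. Density at 5 to 10 kb right was 0.0889 ± 0.0251 (SD, n = 2) in gyrB and 0.0351 in LT2 wild type, a log2 difference of 1.31. This exceeded the largest pair difference of 1.11, and both gyrB libraries lay above LT2 wild type. Without gyrB IP2 the difference was 1.02, below that pair difference. Density at 2 to 5 kb left was also higher in gyrB, by 0.68 against a pair difference of 0.64, and at 5 to 10 kb left it was lower, by -1.19 against 0.82. Leaving out 1 gyrB library brought both within the pairs, to 0.44 without IP2 and to -0.78 without IP1. The latter interval reversed to 0.47 without input correction and to 0.57 with the excess at 0.3 to 0.8 kb as the scale. The remaining intervals differed by less than the pairs, with log2 differences of -0.17 and -0.41 at 0.5 to 2 kb left and right and -0.23 at 2 to 5 kb right. At 10 to 20 kb they were -1.38 and -0.035, and at 20 to 30 kb -3.31 and -1.75. The pair difference at 20 to 30 kb left was 3.52 and came from topA. There the gyrB difference was -3.53 without IP1, just beyond it, and -3.10 without IP2. Without input correction the differences at 0.5 to 2 kb became 1.43 and 1.54, that at 2 to 5 kb right 1.89, and those at 10 to 20 kb 0.41 and 1.71. With the input kept but the excess at 0.3 to 0.8 kb as the scale, the same differences were 1.59, 1.35, 1.53, 0.39 and 1.73, so their direction was not settled. Leaving out 1 gyrB library gave from -0.36 to 0.013 at 0.5 to 2 kb left, from -0.65 to -0.18 at 0.5 to 2 kb right, from -0.50 to 0.044 at 2 to 5 kb right and from -0.33 to 0.27 at 10 to 20 kb right. The right exponent was -0.38 ± 0.041 (SD, n = 2) in gyrB and -0.98 in LT2 wild type, a difference of 0.60 against a pair difference of 0.072. The fit over 1 to 5 kb gave -0.15 instead. The left exponent differed by -0.33 against a pair difference of 0.258, by -0.20 without gyrB IP1, and by 0.94 when fitted over 1 to 5 kb. The LT2 wild-type group held 1 IP library, and its local maxima were displaced against those of the other 10 libraries.

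**Figure D2:**
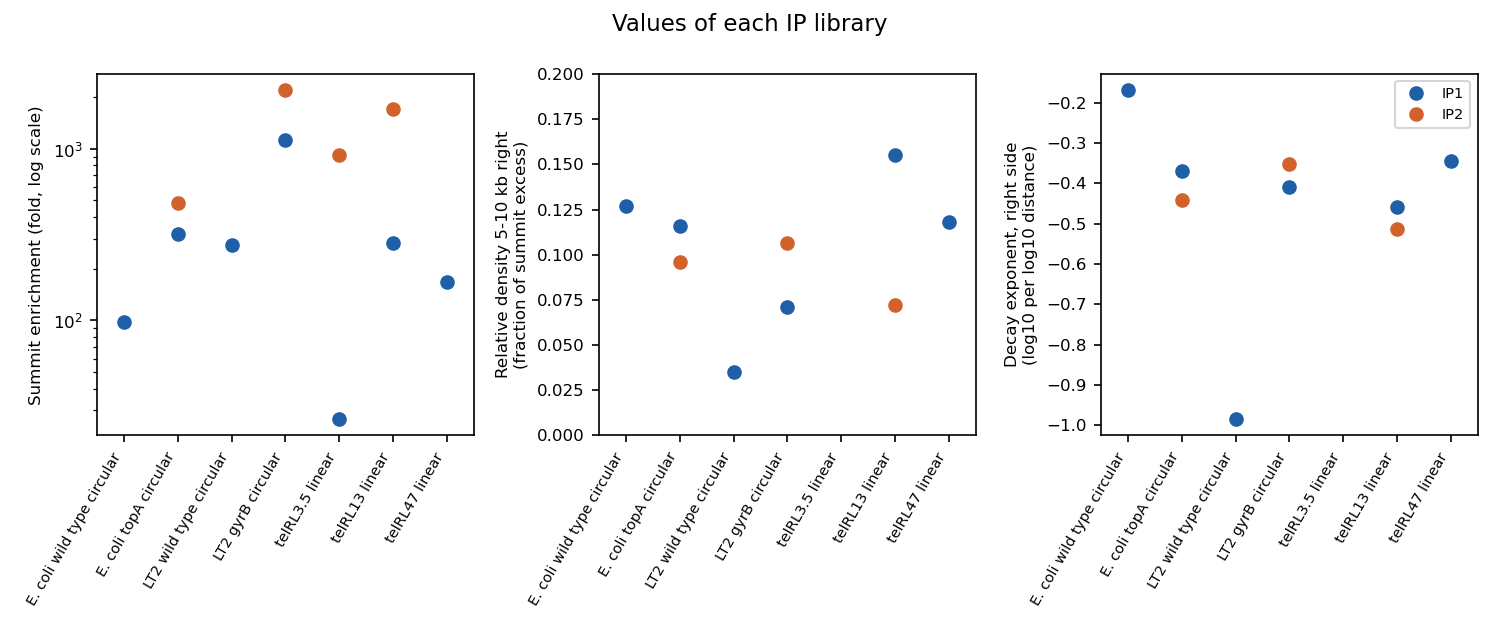
Summit enrichment (fold, log scale), relative density 5 to 10 kb right of the summit (fraction of the summit excess) and right decay exponent for each IP library, 1 point per library (IP1 blue, IP2 orange), by strain. LT2 wild type has the lowest density, 0.0351, and the lowest exponent, -0.98, and telRL3.5 has no value in the last 2 plots because its end lies nearer the summit.

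Linear plasmids were compared with the circular plasmid in E. coli wild type to ask whether topology altered the profile. In telRL47, density was 0.233 at 0.5 to 2 kb, 0.167 at 2 to 5 kb and 0.118 at 5 to 10 kb right, and 0.130, 0.0308 and 0.00338 on the left. The log2 differences from circular wild type were 0.15, -0.026 and -0.10 on the right and -0.11, -0.33 and -0.18 on the left, none beyond the pair differences. Those at 10 to 20 kb were -0.16 left and -0.17 right, and those at 20 to 30 kb were -0.027 and -0.097. In telRL13 the differences were -0.042, -0.21 and -0.26 on the right and 0.016, -0.21 and -0.43 on the left, also within the pairs. At 10 to 20 kb they were -0.83 left and -0.27 right, and at 20 to 30 kb 0.32 and -4.30. Leaving out IP2 of telRL13 changed the difference at 5 to 10 kb right to 0.29, and leaving out IP1 changed it to -0.82. In the same way the differences at 0.5 to 2 kb ran from -0.40 to 0.43 on the left and from -0.51 to 0.42 on the right, that at 2 to 5 kb right from -0.71 to 0.29, that at 10 to 20 kb left from -1.73 to 0.083 and that at 20 to 30 kb right from -8.92 to 0.31. Those at 2 to 5, 5 to 10 and 20 to 30 kb left ran from -0.53 to 0.11, from -0.78 to -0.081 and from -0.024 to 0.67, and that at 10 to 20 kb right from -0.66 to 0.11. In telRL3.5 the differences were 0.26 at 0.5 to 2 kb right, and -0.0054 and -0.47 at 0.5 to 2 and 2 to 5 kb left, within the pairs. Leaving out 1 telRL3.5 library gave from 0.16 to 0.37 on the right and from -0.13 to 0.12 and from -0.79 to -0.16 on the left. Densities farther left were negative in telRL3.5 IP1, -0.0167 at 5 to 10 kb, where the background ratio at 30 kb or more was 3.64 against 1.19 in IP2, and no log2 difference was formed. Against telRL13, telRL3.5 differed by 0.31 at 0.5 to 2 kb right and by -0.021 and -0.27 at 0.5 to 2 and 2 to 5 kb left, and leaving out 1 library gave from -0.16 to 0.77 and from -0.44 to 0.40 at 0.5 to 2 kb right and left, and from -0.59 to 0.052 at 2 to 5 kb left. The right exponent was -0.35 in telRL47 and -0.49 ± 0.038 (SD, n = 2) in telRL13, differences from circular wild type of -0.18 and -0.32, both larger than the pair difference of 0.072. Both were taken from the 1 circular wild-type library, whose right exponent, -0.17, was the highest of all libraries fitted. Fitted over 0.5 to 10 kb, these differences were -0.023 and -0.0696. The left exponent of telRL13 differed by 0.066, within the pair difference of 0.258. That of telRL47 differed by -0.42, beyond it, and by 0.20 when the background was taken from 20 kb outward.

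Strain means of the 3 linear and 4 circular strains were compared by an exact two-sided permutation test for 7 values, adjusted by the Benjamini-Hochberg method. Summit enrichment was lower in linear strains by a log2 difference of -0.44 (exact p = 0.714, adjusted 0.933, 2 of 3 linear strains below the circular mean). The strain means average IP1 and IP2 where both exist and use IP1 alone elsewhere. IP2 was the more enriched in each pair, so this difference also carries the replicate series. The telRL3.5 mean came from 26.7 in IP1 and 919 in IP2, and the test was not run on IP1 libraries alone. Density at 2 to 5 kb left differed by -0.26 (exact p = 0.229, adjusted 0.80, 3 of 3 below). The smallest p-value that this design allows was 0.0286. For the other 5 values telRL3.5 was left out because at least 1 of its IP libraries lacked a usable value, so that 2 linear strains remained and the smallest possible p-value was 0.0667. Those differences were 0.046 and 0.48 at 2 to 5 and 5 to 10 kb right, -0.37 at 5 to 10 kb left, and -0.41 and 0.069 for the left and right exponents, with exact p-values between 0.133 and 0.933 and adjusted values between 0.80 and 0.933. With these numbers of strains no adjusted p-value under 0.0667 was possible, so the test could not have passed 0.05 and does not show that the groups are alike. Topology was confounded with host and prophage in these strains.

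The linear ends were located from loss of input signal. The telRL3.5 end lay at position 56601, which is 3.56 kb right of the summit, and that of telRL13 at 66601, which is 13.56 kb right of it. In telRL47 only 1 tile of 200 bp, from 401 to 600, met the criterion, where the circular reference was itself low at 0.356, so no step was measured there. The rule was settled after 3 other versions had been tried, and all 3 placed the telRL13 end elsewhere, at 201, 1601 and 6401. For telRL3.5, 1 of the 3 placed it elsewhere, at 64201. At the telRL3.5 end, density fell from 0.236 in the 2 kb before it to -0.0389 in the 2 kb beyond it in IP1, and from 0.210 to 1.04e-05 in IP2. The IP signal beyond the end was 2.81e-05 of that before it in IP1 and 0.000811 in IP2. At the same place it was 0.825 in circular wild type and between 0.739 and 0.816 in telRL13 and telRL47. The input of telRL3.5 was also low beyond its end, with a median over 57 to 95 kb of 0.162 of that at 20 to 50 kb, against 0.947 in circular wild type. At the telRL13 end the IP signal beyond was 0.401 (IP1) and 0.465 (IP2) of that before, while circular wild type gave 0.543 and telRL47 gave 0.52 at the same place. Relative density there fell from 0.0161 to 0.0026 in IP1 and from 0.009 to 0.00413 in IP2, and from 0.0108 to 0.000931 in circular wild type. With 1 kb on each side, the telRL13 ratios were 1.01 and 1.34, so a step at this end was not distinguished from the decline present in the circular plasmid.

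**Figure D3:**
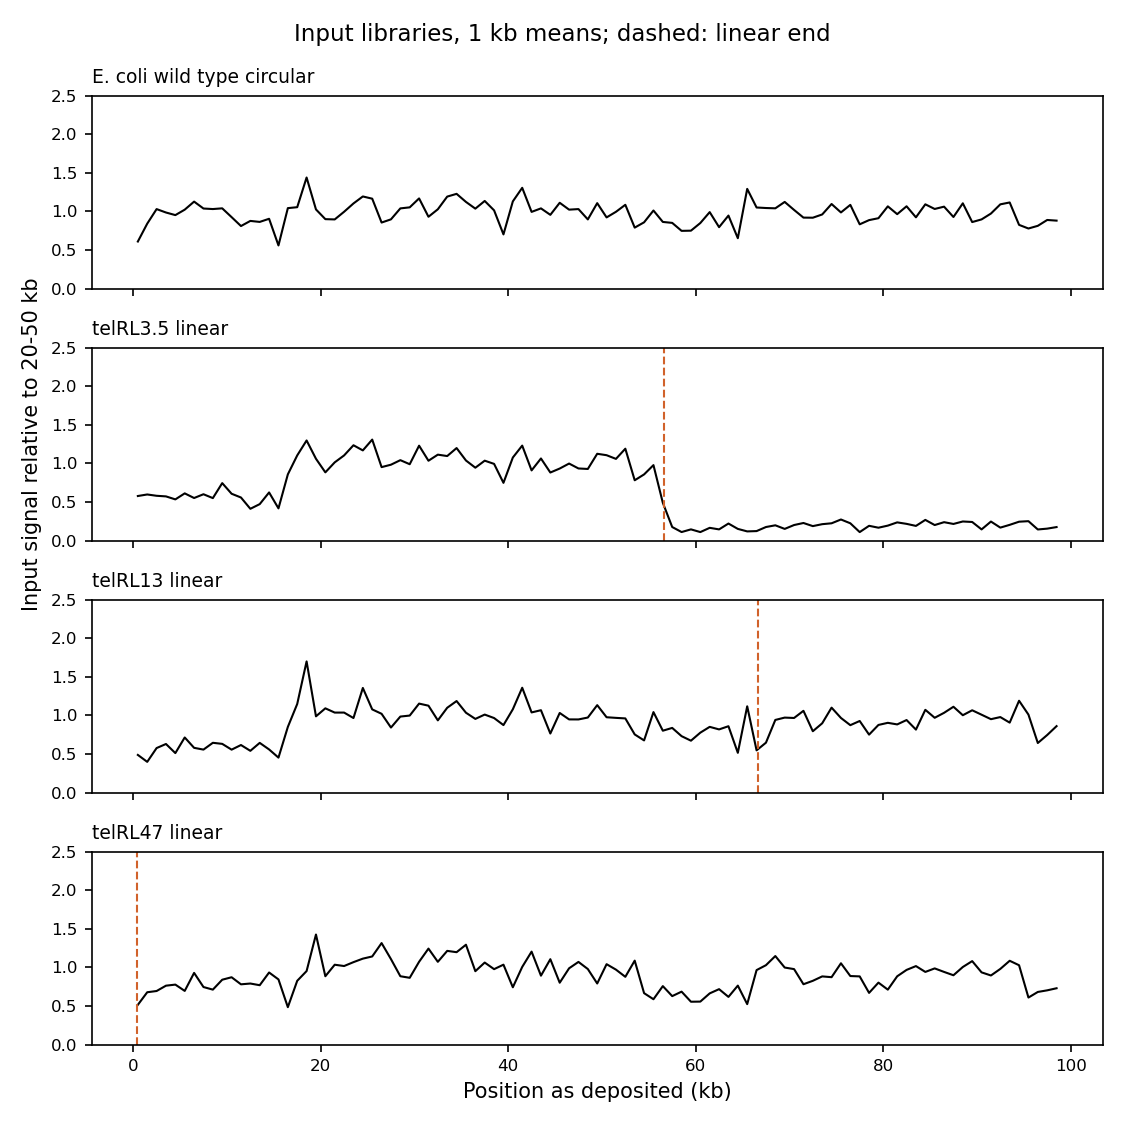
Input signal relative to its median at 20 to 50 kb against deposited position in kb, as 1 kb means, for circular E. coli wild type and the 3 linear strains; dashed lines mark the linear ends. Input of telRL3.5 falls at its end, and its median over 57 to 95 kb is 0.162, while that of circular wild type is 0.947.

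Within 15 kb of the summit, 10 notches were called in circular wild type, where the IP/input ratio was under 60% of the median of the surrounding 2 kb. Relaxing the limit to 75% gave 33. Of the 8 deepest, the one at 39441 to 39581 was also under the limit in 7 of the other 10 IP libraries, against 1 of 20 lookups displaced by 1 kb. The one at 48941 to 49061 was found in 7 of 10 libraries, against 0 of 20 displaced lookups, and the one at 54141 to 54221 in 6 of 10, against 0 of 20. The one at 66921 to 66981 was found in 4 of 8 libraries, against 3 of 16. The remaining 4, starting at 39701, 58741, 43941 and 49101, were found in 2 of 10, 1 of 8, 1 of 10 and 2 of 10 other libraries. Displaced lookups at these 4 were under the limit in 4 of 20, 2 of 16, 1 of 20 and 2 of 20 cases. In circular wild type, IP/input relative to background was 16.3 and 13.2 in the 500 bp stretches holding the notches at 54141 and 58741. Around the other named notches it was from 0.80 (39501 to 40000) to 1.82 (49001 to 49500). Dips there lay at or near background, so they do not show gaps in ParB binding.

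Bins of 1 kb were compared across the plasmid with limma on log2(scaled signal + 1), as the change in IP minus input. At a Benjamini-Hochberg adjusted p-value of 0.05, limma called 0 of 95 bins for topA against wild type, 0 of 95 for gyrB against LT2 wild type, 0 of 56 for telRL3.5 and 0 of 97 for telRL13 against circular wild type, and 0 of 56 for telRL3.5 against telRL13. The number of bins with an unadjusted p-value under 0.05 was 8 for gyrB and 0 for each of the other 4 comparisons. All 8 lay from 57001 to 65000, beyond the telRL3.5 end, where the fit left that strain out. The standard error was 1.99 at 56001 to 57000 and 0.987 at 57001 to 58000. The gyrB change at 50001 to 51000, 2.92, exceeded that at 57001 to 58000, 2.76, but had a standard error of 1.87. The count and place of these 8 bins thus depended partly on which strains supplied the spread. Scaling to the plasmid total, an alternative chosen after the data were seen, called 14 bins in gyrB, all 14 higher than in LT2 wild type. The mean log2 change over the bins within 10 kb of the summit, a summary also chosen after the data were seen, was 1.07 for topA, 2.15 for gyrB, 0.68 for telRL3.5, 1.56 for telRL13 and 0.22 for telRL47. It was -0.75 for telRL3.5 against telRL13. Leaving out 1 library gave from -0.42 to 1.78 for telRL3.5 against circular wild type and from -1.85 to 0.35 against telRL13. Scaled to the summit signal, the values were -0.092 for topA, 0.75 for gyrB, -0.20 for telRL3.5, -0.23 for telRL13 and -0.014 for telRL47. The value for telRL3.5 against telRL13 was -0.0028 under this scaling and -0.11 under plasmid-total scaling. No p-value was computed for telRL47 against circular wild type, which set 1 IP library against 1.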

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

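Bins left out of the comparisons because the input was raised are described here; the tests were chosen after the values were seen.

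In the topA input, the bin from 6 to 7 kb reached 14.1 times the library median and the bin from 46 to 47 kb 7.40 times, against 1.13 and 1.03 in the circular wild-type input. The first was raised alike in topA IP1, at 14.6, but not in topA IP2, at 0.808. That value argues against extra copies in the strain that are counted alike in all 3 libraries as the whole explanation of this bin. The second was raised in IP1, at 6.77, and less so in IP2, at 2.93. A different treatment of reads shared with other sequences in IP2, or different cultures, stay open and were not tested. No biological explanation was tested.

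In the gyrB input, the bin from 0 to 1 kb reached 15.4 times the library median, and the bins from 17 to 18 and 18 to 19 kb reached 9.83 and 12.6 times, against 0.613, 1.06 and 1.45 in the circular wild-type input. Extra copies counted alike in all 3 libraries could raise the IP libraries too. IP1 and IP2 reached 3.05 and 3.39 times their medians at 0 to 1 kb and 2.09 and 2.86 times at 18 to 19 kb. Over the bins from 0 to 1 and 17 to 18 kb the lowest IP value was 1.73 times the median. At 17 to 18 kb IP1 and IP2 were at 1.73 and 2.40. In each of these bins both IP libraries were raised far less than the input. This argues against extra copies counted alike in all 3 libraries as the whole explanation. Extra copies as a part of it cannot be told apart from other explanations. No biological explanation was tested.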

How the results depend on the processing

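Of 692 values recomputed under an alternative, apart from the topology test, 530 either moved by less than 1 SD of the replicate pairs or, for counts of bins, stayed at 0, or, for notches and places of ends, changed little. Of the others, 93 moved by more, 68 moved by more and changed sign, and 1 count went from 0 to bins past the threshold. The SD was large for some values, 2.07 for summit enrichment and 3.93 for density at 20 to 30 kb right, so large moves of these, and changes of sign, were counted as within it. Of 55 topology values 10 changed sign. Their side of the threshold carried no information, since no adjusted p-value under 0.05 was possible, and the difference at 2 to 5 kb right went from 0.046 to 0.80 without input correction. The higher density of gyrB than LT2 wild type at 5 to 10 kb right kept its direction under all 10 alternatives run for it, from 1.02 to 3.07. The higher summit enrichment of topA, gyrB, telRL13 and telRL47 kept its direction under all alternatives run. The gyrB difference fell to 0.42 with no input minimum, 0.78 without input correction and 1.18 with the input averaged over 1 kb. That of telRL3.5 changed sign without IP2. The lower right exponent of topA, telRL13 and telRL47 than wild type kept its direction too, but came as near 0 as -0.0886, -0.0696 and -0.0228. All of these were set against the same single wild-type library. Values below are log2 differences, or differences in exponent. The cause was not tested for any of them. Averaging the input over 1 kb and the background left of the summit were chosen after the data were examined.

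With no minimum on the input, the values were, for topA against wild type, density left -1.54 at 0.5 to 2 kb, -1.63 at 2 to 5 kb, -1.83 at 5 to 10 kb, -1.81 at 10 to 20 kb, -1.37 at 20 to 30 kb, density right -1.33 at 0.5 to 2 kb, -1.66 at 2 to 5 kb, -1.90 at 5 to 10 kb, -1.84 at 10 to 20 kb, exponent right -0.29. For gyrB against LT2 wild type they were summit enrichment 0.42, density left 2.62 at 2 to 5 kb, -0.16 at 5 to 10 kb, exponent left -0.14, density right 1.69 at 2 to 5 kb, 2.19 at 5 to 10 kb, 1.56 at 10 to 20 kb. For telRL47 against circular they were density left -0.94 at 0.5 to 2 kb, -1.16 at 2 to 5 kb, -1.02 at 5 to 10 kb, -1.07 at 10 to 20 kb, density right -0.55 at 0.5 to 2 kb, -0.86 at 2 to 5 kb, -0.92 at 5 to 10 kb, -0.91 at 10 to 20 kb. For linear minus circular strain means they were density left 0.61 at 2 to 5 kb.

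Without input correction, the values were, for topA against wild type, density left 0.36 at 5 to 10 kb, exponent left 0.0449, density right -0.23 at 0.5 to 2 kb, exponent right -0.13. Values for gyrB against LT2 wild type were density left 1.43 at 0.5 to 2 kb, 1.74 at 2 to 5 kb, 0.47 at 5 to 10 kb, 0.41 at 10 to 20 kb, density right 1.54 at 0.5 to 2 kb, 1.89 at 2 to 5 kb, 2.89 at 5 to 10 kb, 1.71 at 10 to 20 kb. Values for telRL13 against circular were exponent right -0.15. Values for telRL47 against circular were density left 0.13 at 2 to 5 kb, 0.66 at 10 to 20 kb, 2.66 at 20 to 30 kb, exponent left 0.19, exponent right -0.0348. Values for linear minus circular strain means were density left 0.45 at 2 to 5 kb, 0.17 at 5 to 10 kb.

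Without background subtraction, the values were, for topA against wild type, density left -1.19 at 5 to 10 kb, -1.69 at 10 to 20 kb, -1.66 at 20 to 30 kb, density right -0.76 at 10 to 20 kb. Those for telRL3.5 against circular became density left -0.0805 at 2 to 5 kb. Those for telRL13 against circular became density left -1.64 at 5 to 10 kb, -2.499 at 10 to 20 kb, -2.49 at 20 to 30 kb, density right -0.82 at 10 to 20 kb. Those for telRL3.5 against telRL13 became density left 0.38 at 2 to 5 kb.

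With the input averaged over 1 kb, the values were, for topA against wild type, density left 1.32 at 10 to 20 kb, exponent right -0.19. For gyrB against LT2 wild type they were density left 1.33 at 0.5 to 2 kb, 2.18 at 2 to 5 kb, 0.52 at 5 to 10 kb, 2.63 at 10 to 20 kb, -1.38 at 20 to 30 kb, density right 1.17 at 0.5 to 2 kb, 1.55 at 2 to 5 kb, 2.80 at 5 to 10 kb, 1.96 at 10 to 20 kb, 2.76 at 20 to 30 kb, exponent right 0.65. For telRL13 against circular they were density left 0.75 at 10 to 20 kb, exponent left 0.26, exponent right -0.20. For telRL47 against circular they were density left 1.76 at 10 to 20 kb, exponent left 0.49, exponent right -0.0526. For linear minus circular strain means they were density left 0.27 at 2 to 5 kb, 0.21 at 5 to 10 kb, exponent left 0.0832.

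With the background 20 to 33 kb left of the summit, the values were, for topA against wild type, density left -1.74 at 10 to 20 kb, exponent left -0.26. Values for gyrB against LT2 wild type were density left -0.52 at 10 to 20 kb, exponent left -0.10. Values for telRL3.5 against circular were density left -0.0328 at 2 to 5 kb. Values for telRL13 against circular were density left -2.58 at 10 to 20 kb, -2.60 at 20 to 30 kb, exponent left -0.46. Values for telRL47 against circular were density left -1.10 at 10 to 20 kb, -1.81 at 20 to 30 kb, exponent left -0.55. Values for telRL3.5 against telRL13 were density left 0.22 at 2 to 5 kb.

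With a background taken from 20 kb outward, the values were, for topA against wild type, exponent left 0.0544. Those for telRL13 against circular became exponent left -0.0532. Those for telRL47 against circular became exponent left 0.20.

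With the exponent fitted over 0.5 to 10 kb, the values were, for topA against wild type, exponent left -0.0225, exponent right -0.15. For gyrB against LT2 wild type they were exponent left -0.15, exponent right 0.67. For telRL13 against circular they were exponent left -0.13, exponent right -0.0696. For telRL47 against circular they were exponent left -0.0824, exponent right -0.0228.

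With the exponent fitted over 1 to 5 kb, the values were, for topA against wild type, exponent left 0.41, exponent right -0.0886. Values for gyrB against LT2 wild type were exponent left 0.94, exponent right -0.15. Values for telRL13 against circular were exponent left 0.24, exponent right -0.42. Values for telRL47 against circular were exponent left 0.15. Values for linear minus circular strain means were exponent left 0.0853, exponent right -0.20.

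With each library's own summit as origin, the values were, for gyrB against LT2 wild type, density left -1.52 at 0.5 to 2 kb, density right -0.0128 at 0.5 to 2 kb. Those for telRL47 against circular became exponent left 0.29, exponent right -0.12.

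With the excess at 0.3 to 0.8 kb as the scale, the values were, for gyrB against LT2 wild type, density left 1.59 at 0.5 to 2 kb, 2.44 at 2 to 5 kb, 0.57 at 5 to 10 kb, 0.39 at 10 to 20 kb, -1.55 at 20 to 30 kb, density right 1.35 at 0.5 to 2 kb, 1.53 at 2 to 5 kb, 3.07 at 5 to 10 kb, 1.73 at 10 to 20 kb. For linear minus circular strain means they were density left 0.10 at 2 to 5 kb, 0.0628 at 5 to 10 kb.

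Across the 2 fits that each left out one replicate of topA against wild type, the values ran from -1.34 to 2.18 for density left 20 to 30 kb. Across the 2 fits that each left out one replicate of gyrB against LT2 wild type, the values ran from -0.46 to -0.20 for decay exponent left. Across the 2 fits that each left out one replicate of telRL3.5 against circular, the values ran from -1.87 to 3.23 for summit enrichment, from -0.42 to 1.78 for the mean log2 change within 10 kb. Across the 2 fits that each left out one replicate of telRL13 against circular, the values ran from -0.40 to 0.43 for density left 0.5 to 2 kb, from -1.73 to 0.0829 for density left 10 to 20 kb, from -0.51 to 0.42 for density right 0.5 to 2 kb, from -0.71 to 0.29 for density right 2 to 5 kb, from -0.82 to 0.29 for density right 5 to 10 kb, from -8.92 to 0.31 for density right 20 to 30 kb. Across the 4 fits that each left out one replicate of telRL3.5 against telRL13, the values ran from -4.71 to 0.40 for summit enrichment, from -0.44 to 0.40 for density left 0.5 to 2 kb, from -0.16 to 0.77 for density right 0.5 to 2 kb, from -1.85 to 0.35 for the mean log2 change within 10 kb.

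With 1 kb on each side of the end, density before the end was 0.175 and 0.172 in telRL3.5 IP1 and IP2 and 0.00505 and 0.00306 in telRL13, density beyond the telRL13 end was 0.00483 and 0.0064, and the telRL13 signal ratios were 1.01 and 1.34. The lowest of 4 circular inputs with a ratio of 0.6 placed the telRL3.5 end at 64201 and the telRL13 end at 1601. For telRL13 the median of 4 circular inputs gave 201, and the mean of 2 gave 6401. These versions of the end rule were tried before the one used. The 75% limit gave 33 notches.

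The bin counts stayed at 0 in 39 of 40 fits under alternatives for the 5 tested comparisons. Scaling to the plasmid total, added after the data were examined, gave 14 bins for gyrB, with 15 bins at an unadjusted p-value under 0.05. Under that scaling the mean log2 change within 10 kb was 0.67 for gyrB, -0.0021 for telRL13, -0.10 for telRL3.5 and -0.11 for telRL3.5 against telRL13. Under scaling to the summit signal it was 0.75 for gyrB, -0.092 for topA, -0.23 for telRL13, -0.20 for telRL3.5 and -0.014 for telRL47. For telRL3.5 against telRL13 it was -0.0028. The median change over all bins moved from -0.041 to -0.28 for telRL13 under plasmid-total scaling and to -0.32 under summit scaling, from 0.084 to -0.18 and -0.19 for telRL3.5, and from 0.0068 to 0.13 and 0.17 for telRL3.5 against telRL13. For gyrB it moved from 0.20 to 0.072 under plasmid-total scaling. With the replicate block, 0 bins were called in each of the 5 comparisons, with 10 bins for gyrB, 3 for telRL13 and 0 for the other 3 at an unadjusted p-value under 0.05, and the mean log2 change within 10 kb was 0.56 for topA against 1.07 without the block, 1.66 against 2.15 for gyrB, 1.07 against 1.56 for telRL13 and 0.15 against 0.68 for telRL3.5. The block changed no call.

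Count-based tests and mapped reads as library size were not run because the deposited values are a signal and not counts.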

Other observations

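Apart from both tests on displaced read positions in LT2 wild type, all tests were chosen only after the results were seen.

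The local maxima of the LT2 wild-type IP signal near the summit lay outward of those in the other libraries. Splitting the gyrB IP1 profile into 2 copies, displaced by 100 bp each way, raised its correlation with LT2 wild type within 3 kb of the summit from 0.704 to 0.932, a gain of 0.228. No other library gained more than 0.0068. The values are consistent with read positions that were not moved to the fragment centre in this library, whose stated fragment size is 191 bp. The same split left the density of gyrB IP1 at 5 to 10 kb right at 0.0727, from 0.0711, and LT2 wild type had 0.0351. It therefore does not account for the lower density of LT2 wild type there. Noise of the input at the summit does not account for it either, since the log2 difference without the input was 2.89, against a largest pair difference of 0.965. A difference in supercoiling between the strains, which the design names, and differences between single libraries stay open and were not tested.

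In all 4 pairs the IP2 library had the higher summit enrichment. It had fewer stated mapped reads in each, and the deeper library was the more enriched in 0 of 4 pairs, which argues against greater depth as the reason. The shallower library was the more enriched in 4 of 4 pairs, so lower depth cannot be told apart from a difference between the replicate series. Different immunoprecipitation efficiency between the replicate series stays open and was not tested, and no biological explanation was tested.

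The bin from 3 to 4 kb, far from the summit, was raised in Salmonella IP libraries, with IP/input relative to the library medians of 3.31 in LT2 wild type and 1.59 and 4.01 in gyrB IP1 and IP2. Before division by the input, the lowest Salmonella IP library was at 2.12 times its median and the highest Salmonella input at 1.33, which argues against an uneven input as the whole explanation. A background shared by IP2 libraries cannot be told apart from a host difference, because E. coli telRL13 IP2 reached 2.08, above gyrB IP1. That value depends on the input. Before division, telRL13 IP2 was at 1.38, topA IP2 at 1.48 and telRL3.5 IP2 at 1.53, all below the lowest Salmonella IP library. The highest E. coli IP library, telRL3.5 IP1, was at 2.11. Against a background shared by IP2 libraries, LT2 wild type is an IP1 library. In addition, IP/input in telRL3.5 IP1, at 2.06, lay above that in telRL3.5 IP2.

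The telRL3.5 input beyond the linear end was low, at 0.162 of its level at 20 to 50 kb over 57 to 95 kb. A sequence that cannot be mapped in any library is argued against by the other 6 inputs, the lowest of which was 0.696 over the same stretch. In telRL3.5 IP1, 99.3% of windows from 57 to 66 kb were 0, against 1.11% in IP2. A loss of this arm from part of the plasmid population may be a further explanation and was not tested. The inputs of telRL3.5 and telRL13 were also lower before 15 kb, at 0.53 and 0.55 of their level at 20 to 50 kb. That of telRL47 was at 0.755, against 0.897 in circular wild type and 0.901 in topA.

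On the right, the steepest fall of the profile between 2 and 15 kb from the summit lay at 11.98 to 12.14 kb in 7 of the 9 IP libraries without the telRL3.5 end, namely in E. coli wild type, topA, gyrB, telRL47 and telRL13 IP1. In LT2 wild type and telRL13 IP2 it lay at 14.42 and 14.3 kb. At 66901 to 67281, IP/input over background was 5.11 in LT2 wild type and 17.1 in telRL13 IP2, against 1.03 in E. coli wild type. It was also 6.24 and 2.84 in gyrB IP2 and IP1 and 3.10 in telRL13 IP1, whose steepest fall lay near 12 kb. This measure was chosen after the profiles were seen.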
